# Effects of temperature on gene expression in embryos of the coral *Montastraea faveolata*

**DOI:** 10.1186/1471-2164-10-627

**Published:** 2009-12-23

**Authors:** Christian R Voolstra, Julia Schnetzer, Leonid Peshkin, Carly J Randall, Alina M Szmant, Mónica Medina

## Abstract

**Background:**

Coral reefs are expected to be severely impacted by rising seawater temperatures associated with climate change. This study used cDNA microarrays to investigate transcriptional effects of thermal stress in embryos of the coral *Montastraea faveolata*. Embryos were exposed to 27.5°C, 29.0°C, and 31.5°C directly after fertilization. Differences in gene expression were measured after 12 and 48 hours.

**Results:**

Analysis of differentially expressed genes indicated that increased temperatures may lead to oxidative stress, apoptosis, and a structural reconfiguration of the cytoskeletal network. Metabolic processes were downregulated, and the action of histones and zinc finger-containing proteins may have played a role in the long-term regulation upon heat stress.

**Conclusions:**

Embryos responded differently depending on exposure time and temperature level. Embryos showed expression of stress-related genes already at a temperature of 29.0°C, but seemed to be able to counteract the initial response over time. By contrast, embryos at 31.5°C displayed continuous expression of stress genes. The genes that played a role in the response to elevated temperatures consisted of both highly conserved and coral-specific genes. These genes might serve as a basis for research into coral-specific adaptations to stress responses and global climate change.

## Background

Coral reefs are based on the symbiotic relationship between corals and photosynthetic dinoflagellates of the genus *Symbiodinium*, also known as zooxanthellae, and exist within a narrow temperature range. The optimum temperature for adult scleractinian corals is between 25°C and 29.0°C [1]. As climate change becomes an increasing threat to the biosphere, corals are among the first organisms to suffer from the consequences of global warming [2]. Heat stress in reef-building corals affects the coral hosts and their algal symbionts, but the relative sensitivity of both to thermal stress is uncertain [3]. The first visual sign of heat stress to the coral holobiont (i.e. host, symbionts, and associated microorganisms) is bleaching, i.e. the loss of photosynthetic symbionts [4].

Studies on heat stress in adult corals have shown that processes such as Ca^2+ ^homeostasis, cytoskeletal organization, cell death, calcification, metabolism, protein synthesis, and heat shock protein activity are affected among others [5-9]. Many of the identified genes from these studies code for known stress-responsive proteins that are shared among eukaryotes. Furthermore, it has been shown that an increase in temperature leads to oxidative stress in corals [10], with evidence pointing towards photosystem II of the algal symbiont as the main source of reactive oxygen species (ROS) [11-13].

Larvae play an important role in coral reef ecosystems as they form the starting point of the bentho-pelagic lifecycle of a coral [14]. From a molecular and genetic perspective, coral embryos/larvae represent an interesting system, as many species initially lack endosymbionts. Hence, it is possible to measure the effect of temperature on corals without the confounding factor of symbionts and their different physiologies. Studies on coral larvae show that increasing temperatures affect fertilization, embryogenesis, development, survival, and settlement [15,16]. However, molecular studies that assess transcriptome-wide changes in gene expression upon increasing temperatures in coral embryos and larvae have not yet been published.

In this study, we exposed newly fertilized azooxanthellate coral embryos of the Caribbean species *Montastraea faveolata *(Cnidaria, Anthozoa, Hexacorallia) to a range of temperatures: 1) a permissive temperature of 27.5°C that is known to be non-stressful; 2) 29.0°C, which is a normal summer seawater temperature in the Caribbean Sea during the spawning period; and 3) an elevated temperature of 31.5°C, which has been observed during the late summer of bleaching years such as 2005. Transcriptomic changes were assayed with microarrays at 12 and 48 hours after fertilization. Based on our analysis of differentially expressed genes we devised a model that proposes that genes that play a role in system perturbation, system maintenance, and system regulation are affected upon heat stress. This study is the first transcriptome-wide analysis of heat stress in coral embryos and our data provide first insights into the relevant genes and adaptive capabilities of coral embryos in light of projected increases in seawater temperatures.

## Results and Discussion

### Developmental differences

We compared developing coral embryos after 16 and 50.5 hours that were raised at 27.5°C, 29.0°C, and 31.5°C (Table 1). Albeit offset by 4 and 2.5 hours to the samples on the microarray, the developmental stages of these embryos should reflect the embryos that were used for microarray analysis. We were not able to identify developmental differences based on larval morphology in regard to the different temperatures. However, tools for external classification of developmental stages are limited. Hence, changes in development probably exist that are not detected morphologically, but confound gene expression nevertheless. Studies have shown that some coral species do show faster development upon increasing temperatures, whereas others do not [15,16].

**Table 1:** Developmental stages of coral embryos after 16 and 50.5 hours raised at 27.5°C, 29.0°C, and 31.5°C

		Number of embryos in that stage				
		
Temperature	Hours after Fertilization	Blastula	Invaginated	Gastrula	Planula	Irregular
27.5°C	16	98	0	0	0	3
29.0°C	16	88	3	0	0	9
31.5°C	16	98	2	0	0	9

27.5°C	50.5	0	0	88	1	11
29.0°C	50.5	0	0	96	0	4
31.5°C	50.5	0	0	97	0	4

We found a higher number of misshapen embryos after 12 hours at 29.0°C and 31.5°C in comparison to embryos kept at 27.5°C. However, after 48 hours, the proportion of misshapen embryos decreased for embryos kept at 29.0°C and 31.5°C, and increased for embryos kept at 27.5°C. Negri *et al*. [15] observed an increase in frequency of abnormalities in embryos of *Acropora millepora *when exposed to temperatures of 32°C or higher, but in our case the number of misshapen embryos was not consistent with an increase in temperature. However, proper larval development is critical for larval settlement, which in turn is required for individuals to be incorporated into a population. We have not followed up development of larvae until settlement, but the number of misshapen embryos indicates that it is a confounding factor to gene expression measurements.

### Embryo transcriptomes are affected in a time- and temperature-dependent manner

We constructed a radial tree of hierarchically clustered gene expression data to infer relatedness across different temperature regimes and time points (Figure 1). 

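Each temperature and time point was measured on 3 technical arrays of 1 RNA isolation, so the 18 arrays cover 6 RNA samples. Every difference between temperatures at a time point therefore compares 1 RNA sample with 1 other, and the errors given here, SDs over the technical arrays, hold hybridisation error without differences between cultures. The source names in the deposited labels give 28, 30 and 32°C where the article, the titles and the sample characteristics give 27.5, 29.0 and 31.5°C, and the article's temperatures are used throughout. On each array, RNA of the embryos was labelled with Cy5 and a pooled reference with Cy3. No array had the dyes exchanged, and the sign of a ratio is taken from this labelling. The authors deposited 1 log2 ratio of Cy5 over Cy3 per clone and array for 1218 clones, after background subtraction and print-tip LOWESS. Between 1616 and 2067 spots per array had a usable intensity in both channels on the arrays of 27.5°C after 12 hours, and between 2583 and 3365 on the other arrays. Replicates 1 and 2 of 27.5°C after 12 hours come from a second session of image analysis, and the other 16 arrays from the first. Over the usable spots of an array, the median signal over background was 2.92 to 8.83 for Cy3 and 3.27 to 14.3 for Cy5. For each clone, the mean log2 ratio of a condition received a 95% interval from 1 spread per clone pooled over all arrays, which is the linear-model form of the criterion in the methods. A clone was taken as differentially expressed where the intervals of a pair of conditions did not overlap. The sum of the 2 half-widths is given as the clone's limit, which a log2 difference has to pass. The 1099 clones with values on at least 2 of the 3 arrays in every condition were tested. Arrays were also simulated with a log2 change of 1 in 200 of the 1099 clones and with the noise measured in each condition. Between 90% and 93% of these changes were recovered, and false calls among the unchanged clones were 2.56% for 29.0°C and 7.34% for 31.5°C after 12 hours, against 0.445% and 0% after 48 hours. The median size of the called changes was 0.46 to 0.65 in the 4 comparisons, so this recovery does not describe most of them.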

We found that samples clustered according to time point, i.e. all 12 hour samples were distant from all 48 hour samples. Hence, the differences between all temperature treatments for a given time point were much smaller than between temperatures for both time points. 

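The 6 RNA samples were compared by the Euclidean distance between their mean log2 ratios over 1218 clones. The distance averaged 28.8 over the 9 pairs of samples from different time points and 13.5 over the 6 pairs from the same time point, a ratio of 2.13. The shortest distance between time points was 26.5, and the longest within a time point was 15.9. With 1 minus the Pearson correlation as the distance, the ratio rose to 4.26. With linear ratios it was 1.67, and the longest distance within a time point, 19.1, then passed the shortest distance between time points, 18.5. Across clones, which are not independent replicates, samples of different time points had correlations from -0.591 to -0.108, and samples of the same time point from 0.391 to 0.792. By the methods the reference pools RNA of all samples, so each ratio is a deviation from their mix. Negative correlations between time points are then partly built in, which also raises the ratio of 4.26. They do not show that expression itself is anticorrelated.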

We suggest that the stark separation between both time points is attributable to the different developmental stages the embryos were in (Table 1) rather than differences due to temperature treatment, which is why we decided to not compare directly between time points. A recent study by Grasso *et al*. [17] found that 1,084 of 5,081 unique genes were differentially expressed during early coral development. Thus, a significant part of the coral embryo transcriptome seems to change during development, which supports the distinctive separation we see between 12 and 48 hour old embryos.

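For a comparison in which RNA samples rather than arrays are the units, the 3 arrays of each condition were averaged, which gave 3 RNA samples per time point, 1 from each temperature. With temperature as a factor in limma, 417 of the 1099 clones differed between 48 and 12 hours at a Benjamini-Hochberg threshold of 0.05. After 48 hours 228 of them were higher and 189 lower, and 522 clones passed an unadjusted threshold of 0.05. Leaving out 1 RNA sample in turn, which was chosen after the data were seen, changed the count most with either sample of 27.5°C removed, to 204, and with either sample of 31.5°C removed, to 601. The same fit on 1742 spots of the scanner files, which carry no clone identifiers, gave 614 spots, 338 higher and 276 lower after 48 hours, and with median centring in place of loess 725 spots, 515 higher and 210 lower. When a log2 change of 2 was simulated in 200 of the 1099 clones, the fit recovered 100% of the changes, and 4.31% of its calls were false. Smaller changes were not simulated for this fit.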

**Figure 1:**
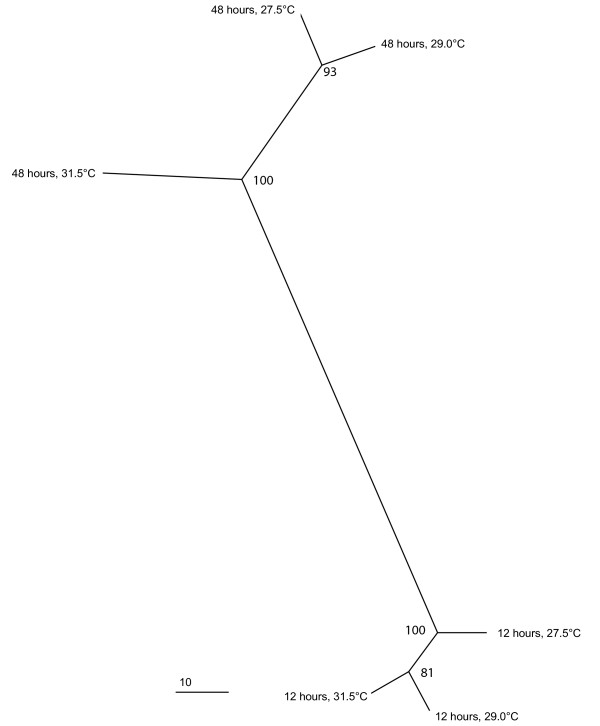
**Radial tree of hierarchically clustered transcriptomes of embryos of *M. faveolata***. Embryos were raised at three different temperatures (27.5°C, 29.0°C, 31.5°C), and gene expression was measured at 12 and 48 hours after fertilization. Support values are based on 1,000 bootstrap replicates. Scale bar at lower left corner displays overall Euclidean distance between expression vectors.

For the 12 hour time point, embryos kept at 29.0°C and 31.5°C cluster together and are separated from embryos kept at 27.5°C. We interpret this pattern as an indication that embryos initially respond similarly to increased temperatures. However, the distance between all 12 hour nodes is small. By contrast, after 48 hours embryos kept at 27.5°C cluster together with embryos kept at 29.0°C and are notably separated from embryos kept at 31.5°C. This indicates that over time the transcriptomic pattern of embryos kept at 29.0°C becomes more similar to those raised at 27.5°C.

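After 12 hours the distance between 29.0 and 31.5°C was 14.1, that between 27.5 and 29.0°C was 14.6, and that between 27.5 and 31.5°C was 14.7. The samples of 29.0 and 31.5°C joined first in 79.0% of 1000 bootstraps over the clones. This support depended on single arrays. It fell to 0% without replicate 2 and to 0.3% without replicate 3 of 31.5°C, and to 17.3% without replicate 3 of 27.5°C. It rose to 100% without replicate 1 of 31.5°C or without replicate 1 or 2 of 27.5°C. It was 1.4% over the clones with at least 2 arrays per condition and 0.6% over the 918 clones on all arrays, 2 sets of clones chosen for the tree after its result was seen. The SD between the technical arrays was 0.355 at 27.5°C, 0.206 at 29.0°C and 0.385 at 31.5°C on the log2 scale, and replicate 1 of 31.5°C correlated with the other arrays of its sample at 0.547 and 0.569 across clones. With this technical error taken off, the distances were 11.0 between 29.0 and 31.5°C, 11.5 between 27.5 and 29.0°C and 9.54 between 27.5 and 31.5°C. Both warmer samples were compared with the same arrays of 27.5°C. Against these, 24 clones were raised and 36 lowered at both temperatures, and 6 moved in opposite directions. In 100 simulations of unchanged samples against the same arrays, with the noise of each condition, 14.8 clones on average (at most 26) were raised in both and 15.1 (at most 28) lowered. With equal noise in every condition the averages were 7.13 (at most 16) and 7.15 (at most 15). The changes at the 2 temperatures correlated across clones at 0.453, where the simulated samples gave 0.533 to 0.704.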

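After 48 hours the distance between 27.5 and 29.0°C was 8.79, that between 29.0 and 31.5°C was 12.8, and that between 27.5 and 31.5°C was 15.9. The samples of 27.5 and 29.0°C joined first in 100% of the bootstraps, also with each array left out in turn, and in 94.9% with linear ratios to the lowest condition, an alternative chosen after the data were seen. The SD between technical arrays was 0.116 at 27.5°C, 0.233 at 29.0°C and 0.127 at 31.5°C. At 29.0°C, replicate 1 correlated with the other arrays at 0.591 and 0.689. With the technical error taken off, the distances were 6.99, 11.6 and 15.5 in the same order. At both 29.0 and 31.5°C, 20 clones were raised and 36 lowered against 27.5°C, and 1 moved in opposite directions. Simulated unchanged samples against the same arrays shared 0.46 raised clones on average (at most 4) and 0.51 lowered clones (at most 4). The number raised at both temperatures was 13 without replicate 1 or without replicate 2 of 27.5°C, 11 with limma's moderated test over the technical arrays, 44 with all arrays scaled to the same median absolute deviation, and 71 with array weights in limma, which were chosen after the values were seen. Across clones the 2 sets of changes correlated at 0.598, against 0.203 to 0.377 in the simulations. The paper takes the grouping after 48 hours, set against that after 12 hours, as an indication that the transcriptomic pattern of embryos kept at 29.0°C becomes more similar over time to that of embryos raised at 27.5°C.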

### Molecular signature of temperature increase in coral embryos

We identified a total of 232 differentially expressed genes for embryos kept at 29.0°C after 12 hours post fertilization, and 101 differentially expressed genes for embryos at this temperature after 48 hours. 

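Of the 1099 clones tested, 197 (17.9%) differed between 29.0 and 27.5°C after 12 hours, 75 higher and 122 lower at 29.0°C. After 48 hours 86 (7.83%) differed, 29 higher and 57 lower. Among these, 192 and 86 clones are also in the paper's lists for the same comparisons. The median size of their change, up or down, was 0.57 after 12 hours and 0.46 after 48 hours on the log2 scale, and 13 and 7 clones changed by more than 2-fold. The 3 arrays at 29.0°C lay all above or all below those at 27.5°C for 299 of the 918 clones on all arrays (32.6%) after 12 hours and for 291 (31.7%) after 48 hours, where chance gives 10%. The count after 12 hours was 110 when the spread came from the 2 compared conditions alone, the largest shift among the alternatives. The count after 48 hours was 49 with limma's moderated test over the technical arrays and 221 when that test weighted the arrays, a weighting chosen after the data were seen. A block for the image-analysis session, also chosen later, leaves replicate 3 as the only array of 27.5°C after 12 hours. It cannot show how far the session shifts the counts. The 2 largest rises after 12 hours among clones with the arrays apart were in Ubiquitin carboxyl-terminal hydrolase 5 (AOSB472), from -0.31 ± 0.48 (SD, n = 3 arrays) to 1.05 ± 0.21, and in CAON649, which rose by 1.27. The 2 largest falls were in Chloramphenicol acetyltransferase (CAOO1050), -1.88 with a limit of 1.64, and in AOSF1104, -1.41 with a limit of 1.20. The arrays of CAOO1050 at 27.5°C had an SD of 1.52. Its difference was -1.05 without replicate 1 of 27.5°C, and without replicate 3 of 29.0°C it was -1.75 and no longer passed the limit. That of AOSF1104 no longer passed without replicate 1 or 3 of 27.5°C (-1.18 each) or replicate 1 of 29.0°C (-1.37). After 48 hours the largest rises were in AOSF621, 1.23, and in a hypothetical protein (AOSF1420), 1.16. The largest falls were in histone H2A.V (AOSF622) and in AOSF1180, -1.07 with a limit of 0.91. The call of AOSF1180 was lost without any 1 of 4 arrays, among them replicate 3 of 27.5°C (-1.03). The files pair no name with CAON649, AOSF1104, AOSF621 and AOSF1180.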

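Between 31.5 and 27.5°C, 184 of the 1099 clones (16.7%) differed after 12 hours, 82 higher and 102 lower at 31.5°C, and 256 (23.3%) after 48 hours, 95 higher and 161 lower. The paper's lists for the same comparisons share 178 and 253 of these clones. The median size of the change, in either direction, was 0.57 after 12 hours and 0.65 after 48 hours, and 15 and 33 clones changed by more than 2-fold. The arrays of the 2 temperatures were apart for 219 clones (23.9% of the 918) after 12 hours and for 715 (77.9%) after 48 hours, against 10% by chance. With the spread of the compared conditions alone the counts were 72 and 497. With all arrays scaled to the same median absolute deviation, 379 clones differed after 48 hours, 183 higher and 196 lower. Weighting the arrays, which was chosen later, gave 634 clones after 48 hours, 317 higher and 317 lower. The block for the image-analysis session again leaves 1 array of 27.5°C after 12 hours, and no count is drawn from it. The largest rises after 12 hours were in a hypothetical protein (AOSF1408), from -2.04 ± 0.69 (SD, n = 3 arrays) to -0.41 ± 0.75, and in AOSC792, 1.00. The rise of AOSF1408 no longer passed its limit with all arrays scaled to the same median absolute deviation (0.93). The largest falls were in SCRiP5 (AOSF1140) and in AOSF1331, -1.18 with a limit of 1.08. Without replicate 2 or replicate 3 of 27.5°C the fall of AOSF1331 was -1.14 or -0.94 and no longer passed, and without replicate 1 of 31.5°C it was -0.66. The arrays of this clone at 31.5°C had an SD of 0.91. After 48 hours the largest rises were in the peroxidasin-like protein (AOSF997) and in AOSF432, 3.49 with a limit of 1.59. The largest falls were in histone H2A.V (AOSF622) and in AOSC1075, from 0.66 ± 0.08 to -0.97 ± 0.10 (SD, n = 3). The files pair no name with AOSC792, AOSF1331, AOSF432 and AOSC1075.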

For embryos kept at 31.5°C, we identified 218 differentially expressed genes after 12 hours, and 285 after 48 hours (Additional File 1). Genes were defined as up- or downregulated in regard to the expression of that gene in the 27.5°C temperature sample. Please note that the fertilization temperature was 30°C, and thus higher than two of the experimental temperatures (27.5°C and 29.0°C) and lower than the third (31.5°C). Gene expression might be partially affected by this circumstance as larvae at 27.5°C and 29°C experienced a higher initial incubation temperature, and larvae at 31.5°C experienced a lower initial incubation temperature. This might especially affect the 12 hour time point as larvae were kept at the treatment temperatures for only 10 hours. Annotated differentially expressed genes were assorted manually into different categories depending on their function or process they are involved in (based on BLAST, HMMER, GO, and InterPro results). Genes were associated with the following categories: response to stress, response to oxidative stress, apoptosis, immune system, cytoskeleton, proliferation/growth/development, ribosomes/translation, degradation, metabolism, electron transport, transport, signalling, RNA, DNA, and regulation of transcription (Additional File 2). These categories were then assembled into the three main groups of (1) system perturbation, (2) system maintenance, and (3) system regulation. The system perturbation group contained all the genes that became differentially expressed as a direct consequence of temperature exposure, i.e. genes assorted to a response to stress, a response to oxidative stress, apoptosis, cytoskeleton, and the immune system. Genes that were assorted to cytoskeleton, proliferation/growth/development, ribosomes/translation, degradation, metabolism, electron transport, and transport were united into the group system maintenance. This group contained all those genes that play roles in housekeeping processes or processes related to continuation of the biology of a cell. All genes that were assorted to signaling, RNA, DNA, and regulation of transcription were referenced in the group system regulation as these proteins play roles in regulatory processes in a cell.

### System perturbation genes

We identified stress-responsive genes such as Stress-response protein NST1 (AOSB460), Universal stress protein (AOSF1521), Drought-induced protein RDI (CAON1066), Recombination repair protein 1 (AOSB392), and Senescence-associated protein (CAOO2479, CAOO703) among others. 

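Differences from 27.5°C are given as log2 values, each from 3 arrays per condition unless stated. Stress-response protein NST1 (AOSB460, limit 0.34) rose by 0.59 at 29.0°C after 12 hours, and by 0.51 at 29.0°C and 0.57 at 31.5°C after 48 hours. Its difference at 31.5°C after 12 hours, 0.14, was under the limit. Universal stress protein (AOSF1521, limit 0.25) was lower at 31.5°C after 12 hours, -0.43, and higher at 29.0°C after 48 hours, 0.27. The latter value no longer passed without replicate 1 or 3 of 27.5°C (0.26 and 0.25) or replicate 1 or 3 of 29.0°C (0.22 and 0.26), nor with arrays scaled to the same median absolute deviation (0.18). Drought-induced protein RDI (CAON1066, limit 0.87) differed after 48 hours at both temperatures, -0.92 at 29.0°C and -1.39 at 31.5°C. The call at 29.0°C was lost without any 1 of the 6 arrays compared (-0.99 to -0.87), and the arrays at 31.5°C had an SD of 0.67. Recombination repair protein 1 (AOSB392) did not pass its limit of 0.59 in any comparison, and its largest difference was 0.56 at 31.5°C after 48 hours. This difference was called in 10 of the alternatives. Among them were arrays centred on their medians or scaled to the same median absolute deviation, and limma's moderated test. The Senescence-associated protein clone CAOO2479, with 2 arrays at 27.5°C after 12 hours, rose after 48 hours at 29.0°C by 0.80 and at 31.5°C by 0.53, against a limit of 0.51. The call at 31.5°C was lost without any 1 of 11 arrays (0.49 to 0.53), and without replicate 2 of 27.5°C after 48 hours the value was 0.28. The other Senescence-associated protein clone, CAOO703 (limit 0.39), was lower at 31.5°C after 12 hours, -0.96, and higher after 48 hours, 0.50, and without replicate 2 of 27.5°C the latter was 0.44 and did not pass. Over the 14 clones that the paper assigns to response to stress, 1 was raised and 2 were lowered at 29.0°C after 12 hours, and 1 was raised and 6 were lowered at 31.5°C. After 48 hours 4 were raised at each temperature, and 1 and 2 were lowered.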

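The lists of differentially expressed genes contain 5 SCRiP clones, each compared with 27.5°C in 4 comparisons. Of the 20 differences 17 were negative, also with arrays scaled or centred in other ways, and 9 passed the limit, all of them negative. At 29.0°C after 12 hours 4 clones were lower past the limit, at 31.5°C after 12 hours 2, at 29.0°C after 48 hours 1 and at 31.5°C after 48 hours 2. SCRiP5 (AOSF1140, limit 0.37) was lower in every comparison. Its mean log2 ratio after 12 hours was 1.52 ± 0.28 (SD, n = 3 arrays) at 27.5°C, 0.24 ± 0.11 at 29.0°C and 0.13 ± 0.04 at 31.5°C, and after 48 hours it differed by -0.39 at 29.0°C and -0.70 at 31.5°C. The difference of -0.39 was lost without any 1 of 4 arrays (-0.39 to -0.34). SCRiP1 (AOSF1109, limit 0.39) was lower after 12 hours, -0.45 at 29.0°C and -0.57 at 31.5°C, and near 0 after 48 hours (-0.04 and 0.08). Its call at 29.0°C was lost without any 1 of 4 arrays (-0.46 to -0.38). SCRiP6 (AOSF1199, limit 0.42) was lower at 29.0°C after 12 hours, -0.59, and SCRiP2 (AOSF1192) was also lower there, -0.57, but had 1 array at 27.5°C and so was outside the filter on arrays. SCRiP8 (AOSF810, limit 0.32) was lower at 31.5°C after 48 hours, -0.37, a call lost without any 1 of 4 arrays (-0.36 to -0.33). The values that were not negative were 0.12 for SCRiP8 at 31.5°C after 12 hours, and 0.08 for SCRiP1 and 0.09 for SCRiP6 at 31.5°C after 48 hours.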

We found a consistent down-regulation of members of the SCRiPs gene family across all time points and temperatures analyzed. This gene family has only been recently identified [18], and has been shown to be downregulated upon thermally induced bleaching in *M. faveolata *[6].

We did not identify a significant upregulation of heat shock proteins (HSPs) at any time point and temperature. This could be due to a maximum temperature increase of up to 31.5°C. Most studies on proteins have not reported the expression of heat shock proteins at temperatures lower than 33°C [5,8]. In addition, our arrays contained only homologs of a 90-kda heat shock protein (HSP90) (AOSF1451) and a 97 kDa heat shock protein (CAOO2018). Both genes displayed higher expression in embryos kept at 31.5°C after 12 hours, but not significantly so (data not shown). 

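The HSP90 clone (AOSF1451, limit 0.68) had a mean log2 ratio after 12 hours of 0.81 ± 0.60 (SD, n = 3 arrays) at 27.5°C and of 0.90 ± 0.08 at 31.5°C, a difference of 0.09. The difference was -0.20 without replicate 1 of 27.5°C and 0.40 without replicate 3. It was -0.24 at 29.0°C after 12 hours, and 0.15 and -0.11 at 29.0 and 31.5°C after 48 hours. The 97 kDa heat shock protein clone (CAOO2018) had 2 arrays at 27.5°C after 12 hours, 0.14 ± 0.49, and 0.55 ± 0.18 (n = 3) at 31.5°C. This difference of 0.41 lay under the limit of 0.80. Without 1 array it took values from 0.06 to 0.76. The other differences, 0.21 at 29.0°C after 12 hours, and 0.03 at 29.0°C (n = 2) and -0.17 at 31.5°C after 48 hours, were smaller.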

We did, however, identify heat shock transcription factor 1 (CAON1605) to be upregulated after 12 hours at 31.5°C. Heat shock transcription factors (HSFs) regulate the induction of many HSPs and other proteins [19,20]. In particular, HSF1 has been indentified as the primary transcription factor responsible for the transcriptional response to heat stress in mammalian cells [21]. In addition, our set of differentially expressed genes indicated increased rates of protein misfolding, degradation, and DNA damage as stated in succeeding sections. Hence, we assume that the treatment temperatures applied were high enough to have structural effects on nucleic acids and proteins. This in turn suggests that both temperatures, 29.0°C and 31.5°C, are stressful, and that rather the buffering capacity of heat shock proteins was being compromised in this experiment.

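Heat shock transcription factor 1 (CAON1605) had a mean log2 ratio of -0.17 ± 0.11 (SD, n = 3 arrays) at 27.5°C, 0.15 ± 0.13 at 29.0°C and 0.28 ± 0.16 at 31.5°C after 12 hours. The difference at 31.5°C, 0.45, passed the limit of 0.40 by a small margin. It no longer passed with each array centred on its median (0.44), with arrays scaled to the same median absolute deviation (0.33), without replicate 1 (0.40) or replicate 3 (0.45) of 27.5°C, or without replicate 1 of 31.5°C (0.36). After 48 hours the differences were -0.29 at 29.0°C and -0.19 at 31.5°C, both under the limit.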

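Of the 12 clones that the paper assigns to response to oxidative stress, 0 were raised at 29.0°C and 3 were raised at 31.5°C after 12 hours, and 2 were lowered at each temperature. After 48 hours 4 were raised at 29.0°C and 5 at 31.5°C, and 1 and 5 were lowered. Mean log2 ratios after 48 hours are given at 27.5, 29.0 and 31.5°C in turn, with SDs over 3 arrays. Cytochrome p450 (CAON1879, limit 0.29) had -0.04 ± 0.09, 0.31 ± 0.15 and 0.40 ± 0.02. Its rise at 29.0°C, 0.34, did not pass without replicate 1 of 27.5°C (0.29) or replicate 1 of 29.0°C (0.26), nor with limma's moderated test. Soma ferritin (CAON1101, limit 0.29) had 0.24 ± 0.05, 0.69 ± 0.18 and 0.73 ± 0.01. Catalase (AOSF550, limit 0.50) had 0.15 ± 0.06, 1.18 ± 0.14 and 1.35 ± 0.03. The peroxidasin-like protein (AOSF997, limit 0.69) had -0.07 ± 0.04, 1.07 ± 0.27 and 3.66 ± 0.21. After 12 hours cytochrome p450 was higher at 31.5°C, 0.41. The other differences of these clones after 12 hours lay between -0.32 and 0.20 and did not pass their limits.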

In the category response to oxidative stress we found a high overlap among the upregulated genes after 48 hours for embryos kept at 29.0°C and 31.5°C. At both temperatures cytochrome p450 (CAON1879), soma ferritin (CAON1101), catalase (AOSF550), and peroxidasin-like protein (AOSF997) were upregulated as a consequence of exposure to increased temperatures. The upregulation of oxidative stress genes indicates that, as in adult corals, an increase in temperature leads to oxidative stress in coral embryos [11]. 

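The rise of the peroxidasin-like protein (AOSF997) after 48 hours was 2.21-fold at 29.0°C and 13.3-fold at 31.5°C. Between 31.5 and 29.0°C the difference was 6.02-fold, a log2 difference of 2.59, outside the limit of 0.69. Cytochrome p450 (CAON1879) differed by 0.09 between the 2 temperatures, soma ferritin (CAON1101) by 0.04 and catalase (AOSF550) by 0.17. These 3 differences lay inside their limits.

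**Figure D1:**
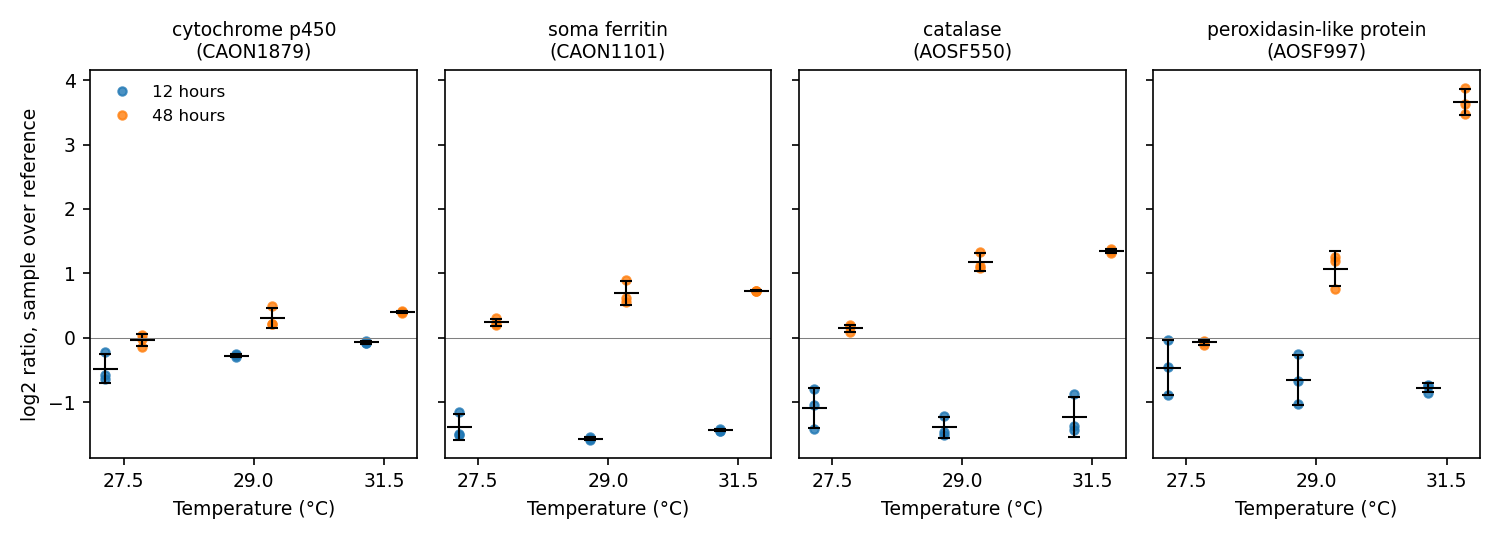
Log2 ratio of the sample over the reference (vertical axis) against temperature in °C (horizontal axis) for 4 clones, after 12 hours in blue and after 48 hours in orange. Points are single arrays and bars are means ± SD of 3 arrays, and the 3 arrays of AOSF997 at 31.5°C after 48 hours lie around 3.66, above all its other arrays.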

Whereas cytochrome p450, soma ferritin, and catalase displayed a similar change in expression at both temperatures, peroxidasin-like protein was highly upregulated (> 12-fold) in embryos exposed to 31.5°C. Peroxidasin is a supposedly multifunctional protein that plays a role in several biological processes such as oxidation reduction, removal of apoptotic cells, and cross-linking and stabilizing of the extracellular matrix [22]. We suggest that peroxidasin-like protein might provide a useful candidate as a coral heat stress biomarker for the following reasons: 1) Peroxidasin-like protein seems to be concordantly upregulated in embryos exposed for prolonged periods of time to elevated temperatures, 2) it showed a difference in upregulation depending on the temperature level that embryos were exposed to which gives rise to the possibility to not only assess current stress levels, but past stress levels, and 3) it has been shown to be upregulated upon heat stress in adult coral [6]. Further studies on peroxidasin-like protein with a higher number of samples and coral species must be conducted in order to yield insights into the identity and applicability of this protein as a heat stress biomarker.

We find evidence for activation of apoptosis upon exposure to increased temperatures. 

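The mean log2 ratio of activating transcription factor 5 (CAON612, limit 0.41) after 12 hours was -0.34 ± 0.05 (SD, n = 3 arrays) at 27.5°C, 0.29 ± 0.20 at 29.0°C and 0.28 ± 0.09 at 31.5°C, differences of 0.63 and 0.62. After 48 hours it was -0.27 ± 0.16, -0.13 ± 0.29 and 0.37 ± 0.02. The difference of 0.63 at 31.5°C passed the limit, and that of 0.14 at 29.0°C did not.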

We identified a homolog of activating transcription factor 5 (CAON612) to be upregulated after 12 hours for both temperatures, and after 48 hours for embryos raised at 31.5°C. This gene plays an essential role in cell growth, survival and apoptosis [23,24]. Moreover, we identified a number of downregulated apoptosis-related genes, mainly in the late time point. 

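Of the 7 clones that the paper assigns to apoptosis, 6 met the filter on arrays. Of these, 0 were raised in any comparison. After 12 hours 2 were lowered at 29.0°C and 2 at 31.5°C, and after 48 hours 4 were lowered at each temperature. The median difference was -0.20 at 29.0°C and 0.00 at 31.5°C after 12 hours, and -0.40 and -0.51 after 48 hours. With arrays scaled to the same median absolute deviation, that of 31.5°C after 12 hours was also -0.20.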

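Autophagy-related protein 16 (CAOO2671, limit 0.31) was lower at 31.5°C after 12 hours, -0.35, and after 48 hours at 29.0°C, -0.36, and at 31.5°C, -0.74. The call after 12 hours was lost without replicate 1 of 27.5°C (-0.23) or of 31.5°C (-0.27), and that at 29.0°C after 48 hours without any 1 of 4 arrays (-0.36 to -0.30). Calreticulin (AOSC448, limit 0.41) was lower after 48 hours, -0.46 at 29.0°C and -0.69 at 31.5°C, and the value at 29.0°C did not pass without replicate 1 of 29.0°C (-0.32), nor without replicate 2 or 3 of 27.5°C (-0.44 each). Proapoptotic Caspase Adapter Protein (AOSF761, limit 0.37) was lower after 48 hours, -0.46 at 29.0°C and -0.73 at 31.5°C, and without replicate 3 of 29.0°C the former was -0.36 and did not pass. In limma's moderated test over the technical arrays, none of the differences at 29.0°C after 48 hours passed for these 3 clones, while those at 31.5°C did. After 12 hours, calreticulin and Proapoptotic Caspase Adapter Protein differed by -0.03 to 0.20 from 27.5°C, under their limits.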

The genes were autophagy-related protein 16 (CAOO2671), calreticulin (AOSC448), and Proapoptotic Caspase Adapter Protein (AOSF761). Downregulation of calreticulin has been shown to activate oxidative stress and cell death [25]. Similarly, downregulation of proapoptotic caspase adapter protein (PACAP) has been shown to expose neuronal cells to oxidative stress-induced apoptosis [26-28].

### System maintenance genes

Differential expression in developmental- and growth-related genes could be a consequence of differences in development for a given time point. For this reason, we decided that the implication of differentially expressed genes of this category remains to be elucidated. Nevertheless, downregulation of calmodulin (AOSF573) has been shown to be a sign of oxidative stress [29]. Furthermore, we detected downregulation of ribosomal and translation-associated proteins. 

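Calmodulin (AOSF573, limit 0.33) had a mean log2 ratio of -0.16 ± 0.04 (SD, n = 3 arrays) at 27.5°C after 48 hours, -0.71 ± 0.25 at 29.0°C and -1.36 ± 0.06 at 31.5°C, differences of -0.54 and -1.20. After 12 hours it was lower at 29.0°C, -0.33, a call that was lost without any 1 of 14 arrays (-0.35 to -0.26), and it differed by 0.28 at 31.5°C, under the limit.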

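By their annotation in the article's lists, 40 ribosomal protein clones were tested. At 29.0°C after 12 hours their median log2 difference from 27.5°C was -0.53, with 23 clones lowered and 2 raised past their limits. After 48 hours the median was -0.17 at 29.0°C, with 1 lowered and 0 raised, and -0.70 at 31.5°C, with 35 lowered and 1 raised. At 31.5°C after 12 hours the median was 0.06, which turned to -0.13 with arrays scaled to the same median absolute deviation, with 2 lowered and 3 raised. Against the medians of 10000 random lists of 40 drawn from the 496 annotated clones, not matched on intensity, these medians lay at percentiles 0, 0.30, 0 and 88.7 in the order given. With arrays scaled to the same median absolute deviation, that of 31.5°C after 12 hours lay at percentile 14.45. The annotation covers only clones the paper called, so these percentiles describe the 6 RNA samples and are not independent evidence. Over the 50 clones assigned to translation, ribosomes and protein biosynthesis, 26 were lowered and 2 raised at 29.0°C, and 3 lowered and 3 raised at 31.5°C, after 12 hours. After 48 hours 1 was lowered and 0 raised at 29.0°C, and 43 were lowered and 1 raised at 31.5°C.

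**Figure D2:**
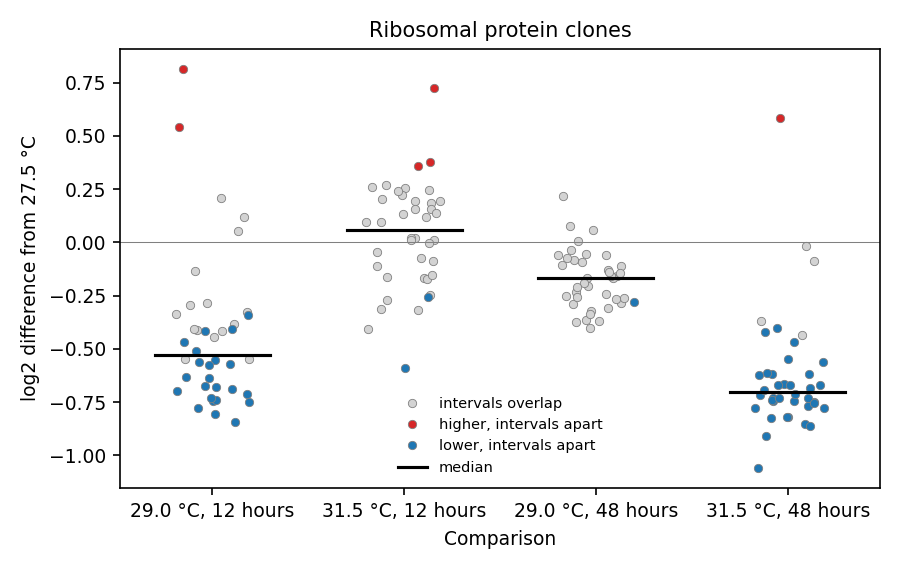
Log2 difference from 27.5°C (vertical axis) of 40 ribosomal protein clones in the 4 comparisons (horizontal axis). Clones whose intervals did not overlap those at 27.5°C are red where higher and blue where lower, the others are grey, and black lines are medians, from -0.70 at 31.5°C after 48 hours to 0.06 at 31.5°C after 12 hours, where other scaling of the arrays turned the median to -0.13.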

Downregulation of ribosomal proteins as a consequence of heat shock has been shown in *Drosophila melanogaster *and yeast [30,31]. 

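The category of proteolysis and protein degradation holds 16 of the clones tested, and the annotation of 8 of them contains ubiquitin. Of these 8 clones, 2 were raised and 2 lowered at each temperature after 12 hours. After 48 hours 0 were raised and 1 lowered at 29.0°C, and 4 were raised and 2 lowered at 31.5°C. Over all 16 clones the median log2 difference was -0.12 at 29.0°C and -0.08 at 31.5°C after 12 hours, the latter turning to 0.03 with arrays scaled to the same median absolute deviation, and -0.08 and -0.18 after 48 hours. After 12 hours 2 of the 16 were raised and 6 lowered at 29.0°C, and 3 were raised and 3 lowered at 31.5°C. After 48 hours 0 were raised and 2 lowered at 29.0°C, and 4 were raised and 6 lowered at 31.5°C.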

Most of the genes in the category degradation were ubiquitin-related genes. Protein degradation is considered a general consequence of heat stress as elevated temperatures lead to increased rates of misfolding. In accordance with our findings of a downregulation of protein biosynthesis (which would indicate a downregulation of overall metabolism), we found a stronger down- than upregulation of metabolism-related genes. 

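In the category metabolism 13 clones were tested. At 29.0°C after 12 hours 2 were raised and 2 lowered, with a median log2 difference of 0.23, and at 31.5°C 3 were raised and 3 lowered, with a median of -0.14. After 48 hours 1 was raised and 2 were lowered at 29.0°C, with a median of -0.10, and 1 was raised and 6 were lowered at 31.5°C, with a median of -0.37. Among 10000 random lists of 13 annotated clones, the 4 medians lay at percentiles 97.2, 20.3, 20.7 and 8.50.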

We also found a downregulation of genes related to electron transport in oxidative phosphorylation that might further indicate that metabolism is downregulated. For instance, cytochrome b5 (CAON1668) and NADH-ubiquinone oxidoreductase 7 (CAON943) were downregulated across all time points and temperatures, mitochondrial ATP synthase f chain (AOSC720) in both time points at 29.0°C and in the late time point at 31.5°C.

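Of the 13 clones in the category electron transport and oxidative phosphorylation, 0 were raised and 3 lowered at 29.0°C after 12 hours, and 3 were raised and 2 lowered at 31.5°C. After 48 hours 0 were raised and 4 lowered at 29.0°C, and 1 was raised and 10 were lowered at 31.5°C. The median log2 difference after 12 hours was -0.26 at 29.0°C and 0.02 at 31.5°C, where scaling the arrays to the same median absolute deviation turned it to -0.05. After 48 hours it was -0.33 and -0.70, at percentiles 0.16 and 0.06 among random lists of 13 annotated clones.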

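Cytochrome b5 (CAON1668, limit 0.30) was lower at 29.0°C, -0.73, and at 31.5°C, -0.36, after 12 hours, and at 29.0°C, -0.33, and at 31.5°C, -0.70, after 48 hours. The value of -0.36 did not pass without any 1 of 3 arrays (-0.33 to -0.32), nor that of -0.33 without any 1 of 4 arrays (-0.33 to -0.27). NADH-ubiquinone oxidoreductase 7 (CAON943, limit 0.30) differed by -0.35 and -0.32 after 12 hours and by -0.38 and -0.91 after 48 hours at 29.0 and 31.5°C. Each of its calls after 12 hours was lost without any 1 of 4 arrays, with the smallest values without replicate 3 of 27.5°C (-0.24 at 29.0°C and -0.21 at 31.5°C), and at 29.0°C after 12 hours its arrays overlapped with those at 27.5°C. Mitochondrial ATP synthase f chain (AOSC720, limit 0.30) was lower at 29.0°C, -0.50 after 12 hours and -0.42 after 48 hours, and at 31.5°C after 48 hours, -0.74. Its difference at 31.5°C after 12 hours was -0.04.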

### System regulation genes

We found a homolog of histone H3.3 consistently downregulated across all treatments and time points, and a homolog of histone H2A.V downregulated after 48 hours for both treatment temperatures. 

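Histone H3.3 (AOSF1219, limit 0.25) had a mean log2 ratio after 12 hours of 1.93 ± 0.09 (SD, n = 3 arrays) at 27.5°C, 1.61 ± 0.15 at 29.0°C and 0.98 ± 0.01 at 31.5°C, and after 48 hours of -0.92 ± 0.02, -1.37 ± 0.09 and -1.97 ± 0.14. Its difference of -0.31 at 29.0°C after 12 hours did not pass without replicate 3 of 27.5°C (-0.28) or replicate 1 of 29.0°C (-0.24), and with arrays scaled to the same median absolute deviation neither this difference (-0.22) nor that at 29.0°C after 48 hours (-0.35) passed. Histone H2A.V (AOSF622, limit 0.35) had -0.94 ± 0.18 at 27.5°C after 48 hours, -2.11 ± 0.25 at 29.0°C and -2.75 ± 0.10 at 31.5°C. After 12 hours it differed by -0.25 at 29.0°C and by -0.00 at 31.5°C, under its limit. A further clone, histone H1.0-A (AOSB632, limit 0.44), was higher at 29.0°C after 12 hours, 0.45, a call lost without any 1 of 13 arrays (0.34 to 0.50), and at 31.5°C after 48 hours, 0.91. Its difference at 31.5°C after 12 hours, -0.42, and at 29.0°C after 48 hours, 0.39, did not pass. Together the 3 histone clones were lowered in 6 and raised in 2 of 12 comparisons.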

Histone proteins are post-translationally modified and are part of chromatin-based regulatory mechanisms that modulate the accessibility of genetic information [32]. It remains to be determined what the direct consequences of histone downregulation in temperature-treated coral embryos are, but it has been shown that downregulation of histone gene expression is used as a mechanism to prevent cells from further replicating upon DNA damage [33].

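The lists of differentially expressed genes name 5 clones with a zinc finger motif. Over the 4 comparisons 11 of their differences were positive and 9 negative (8 negative with each array centred on its median), while 4 passed the limit as raised and 1 as lowered. The clone AOSF578 (C2H2-type, limit 0.34) was higher at 29.0°C after 12 hours, 0.41, a call lost without replicate 1 of 27.5°C (0.29) or replicate 1 of 29.0°C (0.37). The clone AOSC580 (C2H2-type, limit 0.38) was higher at 31.5°C after 12 hours, 0.41, a call lost without any 1 of 4 arrays (0.32 to 0.40). After 48 hours at 31.5°C the CCHC-type clones CAON1821, 0.38, and AOSF1405, 0.55, were higher. The former call was lost without any 1 of 11 arrays (0.33 to 0.38), and AOSF1405, with 1 array at 27.5°C after 12 hours, was outside the filter on arrays. The RING-type clone AOSF1285 (limit 0.72) was lower at 31.5°C after 12 hours, -0.80, a call lost without replicate 1 (-0.71) or replicate 3 (-0.75) of 27.5°C. Without replicate 1 of 31.5°C the value was -0.44.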

A number of upregulated genes contained zinc finger motifs. Zinc finger proteins comprise the largest family of regulatory proteins in mammals and bind to cognate DNA (e.g. transcription factors), RNA, or protein [34]. Specifically proteins that use C2H2 zinc fingers have been found to recognize histones for acetylation and/or methylation [35,36]. Although tempting, it remains to be determined if the histones and zinc finger genes we identified here are functionally connected.

### Model of heat stress in coral embryos

Based on our analysis and assignment of annotated differentially expressed genes, we devised a model of heat stress in coral embryos (Figure 2). Upon temperature increase, cells respond with regulation of genes playing a role in system perturbation, system maintenance, and system regulation. Heat stress induces differential expression of stress-responsive genes. This in turn results in differential expression of genes involved in the response to oxidative stress as heat stress stimulates the production of ROS [37,38]. High levels of oxidative stress in turn have been linked to programmed cell death pathways and cytoskeletal changes [39]. Furthermore, heat stress causes a general downregulation of metabolic processes in coral embryos. As a consequence, ribosome biosynthesis, metabolism, and oxidative phosphorylation are downregulated. These processes are all interconnected. Additionally, heat stress causes misfolding of proteins, which in turn affects the regulation of the protein degradation machinery. On an upstream level, Histone proteins regulate downstream gene expression, and zinc finger proteins might modify those in turn. Please note that this model is based on incomplete transcriptomic data and manual assortment of differentially expressed genes, and therefore subject to change. Furthermore, due to logistical constraints, we were not able to include true biological replicates. Ideally, three to five independent replicated cultures should have been analyzed per treatment and time point to evaluate the potentially contribution of so-called "jar effects" (i.e. the differences between supposedly identical cultures) into the observed gene expression variation. Although jar effects represent a problem for our analysis, we hope that most of the observed gene expression patterns represent the true response to the treatments, because 1) our results are in correspondence with results from other heat stress studies in other organisms, 2) we find a stronger stress response in larvae treated at higher temperatures, and 3) a similar study that we conducted with *Acropora palmata *larvae in which we did assay biological replicates gave similar results (data not shown). 

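Over the 26 clones that the paper assigns to response to stress or to oxidative stress, 5 were called at 29.0°C and 12 at 31.5°C after 12 hours, and 10 and 16 after 48 hours. Among these, 1 was raised at 29.0°C and 4 at 31.5°C after 12 hours, and 8 and 9 after 48 hours. The median size of the log2 difference in these clones was 0.26 at 29.0°C and 0.33 at 31.5°C after 12 hours, and 0.25 and 0.49 after 48 hours. Over all 1099 clones it was 0.25 and 0.23 after 12 hours, and 0.14 and 0.25 after 48 hours. The 26 clones were chosen by the paper from those it called on these samples. Each temperature was represented by 1 combined RNA sample per time point, so these values do not separate temperature from differences between cultures.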

We therefore acknowledge that implications drawn from these data are limited and follow-up studies (e.g. qPCR) with proper biological replication are necessary to validate results and conclusions presented here. Future efforts should concentrate on comparing transcriptomic responses to different stressors in coral embryos in order to identify a set of common and specific key response genes. These key genes could then serve as a repository for stressor-specific biomarkers as well as for research into coral-specific adaptations to stress responses and global climate change.

**Figure 2:**
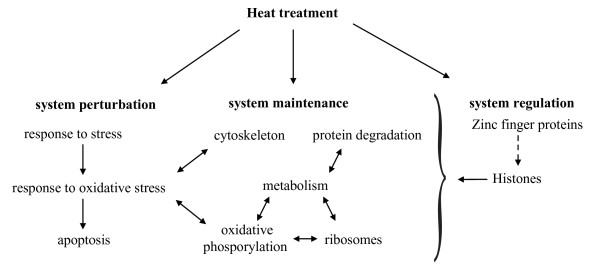
**Model of heat stress response in coral embryos**. Upon heat treatment, coral embryos respond with regulation of genes playing a role in system perturbation, system maintenance, and system regulation. These functional groups are interconnected.

## Conclusions

Our aim was to look at differential gene expression in coral embryos at temperatures that are known to be non-stressful to corals (27.5°C) in comparison to 1) late summer temperatures during spawning that corals seem to tolerate (29.0°C) and 2) elevated late summer temperatures observed during years when adult bleaching is more pronounced (31.5°C). For this reason, we exposed our embryos to a more constant and gentle increase in water temperature rather than a short term heat shock. 

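A model of temperature and time point over the 6 RNA samples, fitted in limma with the arrays of each sample averaged, has RNA samples as its units. By the methods, both RNA samples of a temperature were taken from the same containers. They are not independent cultures, and the fit does not separate temperature from a difference between cultures. Over both time points, 0 of the 1099 clones differed between 31.5 and 27.5°C at a Benjamini-Hochberg threshold of 0.05, while 67 passed an unadjusted threshold of 0.05. Between 29.0 and 27.5°C the counts were 0 and 33. With the trend and robust options of the fit, 6 clones differed at 31.5°C and 0 at 29.0°C, and with the 4 RNA samples of the compared temperatures alone 7 differed at each. The residual of this model contains any change that differs between the time points, and it has 2 degrees of freedom. Leaving out single RNA samples was chosen after the data were seen. Without the sample of 31.5°C after 12 hours, 124 clones differed between 31.5 and 27.5°C, and without that after 48 hours 36. In these 2 fits 31.5°C is a single RNA sample, assumed to vary like the others, and its difference comes from 1 time point. The same fit on 1742 spots without clone identifiers gave 0 spots at 31.5°C (95 unadjusted) and 0 at 29.0°C (49 unadjusted).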

Despite the lack of biological replicates in this study, our data indicate that effects of temperature on coral embryos depend on the duration and the degree of temperature change. 

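At 29.0°C, 27 clones were called against 27.5°C at both time points, 6 raised at both, 18 lowered at both and 3 in opposite directions. Independent lists of the same sizes would share 1.98 raised and 6.33 lowered clones on average, with 7.11 in opposite directions. The real lists are not independent, since each clone has 1 spread for all comparisons and clones of small spread pass more easily in each. The changes after 12 and 48 hours correlated at 0.237 across clones. In the categories response to stress and response to oxidative stress, with 26 clones, 1 was raised and 1 lowered at both time points, and 0 were called in opposite directions.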

Embryos at 29.0°C are physiologically responsive and show expression of stress-related genes, but seem to be able to counteract the temperature situation over time. 

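At 31.5°C, 61 clones were called at both time points, 15 raised at both, 20 lowered at both and 26 in opposite directions. Independent lists of the same sizes would share 7.09 raised and 14.9 lowered clones on average, with 20.8 in opposite directions. The raised, lowered and opposite counts all lie above these averages. The spread that a clone keeps in all comparisons ties the lists, so the excess is no evidence of a lasting change. The correlation of the changes after 12 and 48 hours across clones was -0.00265. Of the 26 clones assigned to stress or oxidative stress, 1 was raised at both time points, 1 was lowered at both, and 2 were called in opposite directions.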

Embryos at 31.5°C, however, are not able to recover during prolonged exposure periods and continuously express stress-related genes.

## Methods

### Sample collection

Gamete bundles containing both egg and sperm of *Montastraea faveolata *were collected from multiple colonies during spawning on the MesoAmerican Barrier Reef in Puerto Morelos, Mexico (20°52'28.77"N and 86°51'04.53"W) on September 3^rd^, 2007. Subsequent embryonic and larval rearing and experimental procedures were carried out at the Unidad de Sistemas Arrecifales of the Instituto de Ciencias del Mar y Limnología (ICMYL) of the Universidad Nacional Autónoma de México (UNAM). Spawn collection and fertilization were carried out at 30.0°C, and followed previously published protocols [40,41]. Two hours after eggs were fertilized, embryos were transferred into bins containing 5 μm filtered seawater (FSW) and were raised at 27.5°C, 29.0°C and 31.5°C. Our temperature exposure system is described in detail in [42] and controlled temperature to to ± 0.2°C. Batch cultures of embryos for this work were contained in 500 mL plastic containers suspended in the temperature baths by a foam rack. Each container was seeded with ca. 5,000 embryos, and embryos for a given temperature were raised in three different containers. Water in the containers was changed twice per day with water that was preheated to the treatment temperature prior to use. Approximately 500 embryos from each of the three containers for a given temperature were sampled and combined after 12 and 48 hours. This gave rise to a single sample of 1,500 embryos for each temperature and time point that was used for subsequent RNA isolation. Each of these RNA isolations was used for 3 technical microarray replicates. Embryos were immediately transferred into RNAlater (Ambion), and incubated overnight in the refrigerator. Subsequently, soaked embryos were frozen at -80°C and returned to the laboratory for analysis. To examine the time course of development, approximately 100 embryos were sampled from each temperature every 4 to 12 hours along the developmental time course. Embryos were sampled from the 500 mL culture containers from the same embryo pool as the microarray samples. Embryos were fixed in 2% Glutaraldehyde in 0.05 M sodium cacodylate buffer and kept at 4°C. The samples were then returned to the laboratory for microscopic examination to determine developmental stages. Experimental research followed internationally recognized guidelines according to CITES (the Convention on International Trade in Endangered Species of Wild Fauna and Flora), permit number: MX-HR-007-MEX. No ethical approval was required for any of the experimental research described here.

### RNA, Hybridization, Microarrays

Microarray protocols followed those established by the Center for Advanced Technology at the University of California, San Francisco http://cat.ucsf.edu/. 1,314 PCR-amplified cDNAs from *M. faveolata *were spotted in duplicate on poly-L-lysine-coated slides yielding a microarray with 2,628 total features. Spotted cDNAs were chosen from EST libraries described in Schwarz *et al*. [43]. 43% of the 1,314 cDNAs had functional annotations as determined by tBLASTx and BLASTx analyses (E-value cut-off 1e-5) against the GenBank non-redundant DNA and protein databases (nr). All clones are accessible via our database at http://sequoia.ucmerced.edu/SymBioSys/index.php.Total RNA of approximately 1,500 frozen coral embryos was isolated using Qiazol lysis reagent (QIAGEN) according to manufacturer's instructions. Embryos were homogenized for 2 minutes using a Mini-Beadbeater (Biospec) with 0.1 mm and 0.55 mm silica beads to break up cellular structures. RNA pellets were cleaned further with RNeasy Mini columns (Qiagen). RNA quantity and integrity was assessed with a NanoDrop ND-1000 spectrophotometer and an Agilent 2100 Bioanalyzer, respectively. For all experiments, 1 μg of total RNA was amplified using the MessageAmp II aRNA kit (Ambion). For cDNA synthesis, 3 μg of aRNA per sample were primed with 3.5 nmoles of random pentadecamers for 10 minutes at 70°C. Reverse transcription (RT) lasted for 2 hours at 50°C using a master mix containing a 4:1 ratio of aminoallyl-dUTP to TTP. Following RT, single-stranded RNA was hydrolyzed by incubating RT reactions in 10 μL 0.5 M EDTA and 10 μL 1 M NaOH for 15 minutes at 65°C. After hydrolysis, RT reactions were cleaned using the MinElute Cleanup kit (Qiagen). Cy3 and Cy5 dyes (GE Healthcare) were dissolved in 18 μL DMSO, and the coupling reactions lasted for 2 hours at room temperature in the dark. Dye-coupled cDNAs were cleaned using the MinElute Cleanup kit (Qiagen). Prior to hybridization, microarrays were post-processed by: 1) UV crosslinking at 60 mJ; 2) a "shampoo" treatment (3 × SSC, 0.2% SDS at 65°C); 3) blocking with 5.5 g succinic anhydride dissolved in 335 mL 1-methyl-2-pyrrilidinone and 15 mL sodium borate; and 4) drying via centrifugation. Appropriate Cy3 and Cy5 labeled cDNAs were mixed together in a hybridization buffer containing 0.25% SDS, 25 mM HEPES, and 3 × SSC. The hybridization mixtures were boiled for 2 minutes at 99°C, then allowed to cool at room temperature for 5 minutes. The cooled hybridization mixtures were pipetted under an mSeries Lifterslip (Erie Scientific), and hybridization took place in Corning hybridization chambers overnight at 63°C. Microarrays were washed twice in 0.6 × SSC and 0.01% SDS followed by a rinse in 0.06 × SSC and dried via centrifugation. Slides were immediately scanned using an Axon 4000B scanner. The experimental setup followed a reference design, i.e. all samples were hybridized against the same pool made up of equal amounts of RNA from all samples. We used three technical replicates for each temperature. Common reference samples were labelled with Cy3, temperature treatment samples with Cy5.

### Data analysis

For the microarrays, slides were scanned as described in [6]. Spot intensities were extracted and background was subtracted using TIGR Spotfinder 2.2.4 [44]. Data was normalized using printtip-specific LOWESS in TIGR MIDAS 2.19 [44]. Data have been deposited in NCBI's Gene Expression Omnibus [45] and are accessible through GEO Series accession number GSE15088. The ratio between the fluorescence intensity of the two channels was then used as input for BAGEL (Bayesian Analysis of Gene Expression Levels) [46]. This analysis yielded relative expression level estimates for 1,218 genes. We used the conservative gene-by-gene criterion of non-overlapping 95% credible intervals to regard a gene as significantly differentially expressed. Genes were defined as up- or downregulated in regard to the expression of that gene in the 27.5°C temperature sample. Fold-changes were calculated as the ratio of the higher expression level to the lower expression level for the temperature conditions to be compared. Significant genes were assorted into categories according to their respective biological processes, cellular components, or manually defined categories. Putative functions were based on GO molecular functions, or manual assessment through literature searches and perusal of protein databases (e.g. PFAM and InterPro). Transcriptome trees were constructed by hierarchical clustering of arrays by the average linkage algorithm on the ratio of the relative expression level as estimated by BAGEL in TIGR TMeV 3.1 [44]. TreeView [47] was used to display the tree.

## Authors' contributions

CRV wrote the manuscript, designed the microarray study, and analyzed the microarray data. JS carried out microarray hybridizations, data extraction and analyses, and wrote the manuscript. LP assisted in microarray data analysis. CJR and AMS raised and provided coral embryos. AMS conceived of the study, and participated in its design and coordination. MM participated in study design, coordination, and wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Differentially expressed genes as determined by BAGEL**. Fold changes are determined in relation to the expression of a gene at 27.5°C. Functional annotation as deduced from BLASTx, GO, and UniProtKB. 

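The fold changes of this file come from BAGEL and those given here from the means of the deposited log2 ratios. The file lists 232 clones for 29.0°C and 218 for 31.5°C after 12 hours, and 101 and 285 after 48 hours, and all of them are in the deposited table. In every case both changes had the same sign. On the log2 scale they differed by at most 0.1 for 230, 216, 101 and 283 clones, and the largest differences were 0.35, 0.15, 0.04 and 0.23. The slope of the means' changes on the BAGEL changes was between 1.01 and 1.02.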

All CloneIDs are accessible at http://sequoia.ucmerced.edu/SymBioSys/index.php. Click here for file

Additional file 2 **Differentially expressed genes assorted to the three main groups system perturbation, system maintenance, and system regulation**. FC: fold change. All CloneIDs are accessible at http://sequoia.ucmerced.edu/SymBioSys/index.php. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

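Embryos kept at 27.5, 29.0 or 31.5°C were sampled 12 and 48 hours after fertilization, and each of these 6 conditions was hybridised on 3 technical arrays of 1 RNA isolation, 18 arrays in all. The RNA of the condition carried Cy5 and a pooled reference carried Cy3 on every array, so that a ratio above 1 means a higher signal in the sample. The labels describe the reference as a pool of 4 time points, while the methods describe equal amounts of RNA from all samples; the reference cancels in comparisons between conditions. Samples were grouped by the temperatures and time points of the article.

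For each array, the scanner files as deposited hold the spot intensity of both channels, integrated and background-subtracted by the authors in TIGR Spotfinder 2.2.4 and not normalized between channels. The series table as deposited holds 1 log2 ratio of Cy5 over Cy3 per clone and array, made by the authors with print-tip LOWESS in MIDAS 2.19; that its scale is log2 was found by comparing it with the intensities of the scanner files. How the duplicate spots of a clone were combined in that table is not stated in the text of the article or of its Additional files 1 and 2. The plan made before the data were examined took the scanner files as the main values. Their spots carry grid positions and no clone identifiers, so the table was used for every clone, and the scanner files for signal levels and for counts on unnamed spots.

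The table holds 1218 clones. Tests used the 1099 clones with a value on at least 2 of the 3 arrays in every condition, and 918 clones had a value on all arrays. The arrays of 27.5°C after 12 hours lacked 241, 79 and 84 clones, and every other array lacked at most 26. The median log2 ratio of an array was between -0.08 and 0.05, and no further normalization was applied. The median technical SD of a tested clone was 0.20 on the log2 scale.

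For each clone, a linear model of the 6 conditions gave 1 residual spread with 12 degrees of freedom and a 95% interval for each condition mean. Clones whose intervals at 2 temperatures of a time point did not overlap were counted, as in the criterion of the article's methods. The arrays of a condition come from 1 RNA isolation, so these counts compare RNA samples, and no p-value is given for them. For comparisons with RNA samples as units, the arrays of each condition were averaged and the 6 values fitted in limma 3.58.1 under R 4.3.3 with temperature and time point as factors, with a Benjamini-Hochberg threshold of 0.05. Differences between time points in the change at a temperature were tested in limma over the technical arrays. The tree used mean log2 ratios, Euclidean distance, average linkage and 1000 bootstraps over clones. Spots were normalized in limma by print-tip loess over 16 blocks, and 1742 spots with positive intensities met the same filter on arrays.

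Overlaps of comparisons with the same arrays of 27.5°C were set beside 100 simulations of unchanged samples. The interval criterion and the limma fit were tested on simulated data. Functional categories were taken from the process column of Additional file 1, which lists 538 clones, 496 of them within the filter, and ribosomal protein clones were taken by annotation. The median change of a list was set beside 10000 random lists of the same size from those clones. Clones were also grouped by the prefix of their identifier and compared with all tested clones. The clones named are those whose identifiers the article's text gives; the SCRiP, histone and zinc finger clones of Additional files 1 and 2; and, in each of the 4 comparisons, the 2 largest rises and 2 largest falls among clones that met the interval criterion and whose 3 arrays lay all above or all below those at 27.5°C.

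The alternatives chosen before the data were examined were centring each array on its median, scaling all arrays to the same median absolute deviation, other filters on arrays, a block for the replicate number, leaving out each array, the spread of the compared conditions alone, linear ratios, limma's moderated test over the arrays, other distances and linkage for the tree, and for spots median centring in place of loess and leaving out the dimmest 20% of spots. Chosen later were array weights, a block for the image-analysis session, filters on arrays for the tree, linear ratios to the lowest condition, and leaving out each RNA sample. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.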

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

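The tests of the explanations in this part, the array weights and the fits without single arrays were chosen after the results were seen.

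The change at 31.5°C against 27.5°C differed between 12 and 48 hours for 272 of 1099 clones in limma over the technical arrays, 149 with a lower and 123 with a higher difference after 48 hours. Of the 40 ribosomal protein clones 24 were among them, all lower. Without replicate 1 of 31.5°C after 12 hours, the array that correlated least with the others of its sample, 257 clones passed, and 328 passed with array weights. In simulations of unchanged samples with the array noise of each condition, drawn independently for each clone, at most 5 clones passed. Neither that array nor such noise accounts for the count. Errors shared by the clones of an array were not simulated, and the arrays of 27.5°C after 12 hours were not left out here. The fit holds technical error alone. Each condition is 1 RNA sample. A difference between cultures and errors shared by the clones of an array stay open beside an effect of temperature that changes with time. The design does not separate them.

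For the change at 29.0°C the same fit gave 33 clones that differed between the time points. Array noise that differs between conditions, drawn independently for each clone, gave at most 2 clones in the simulations. Without replicate 1 of 29.0°C after 48 hours the count fell to 16, so this outlying array may account for a part of it; without replicate 1 of 31.5°C after 12 hours it was 52, and with array weights 98. Differences between cultures, errors shared by the clones of an array, and a temperature effect that changes with time stay open.

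Called in opposite directions after 12 and 48 hours, with all arrays of the warmer sample on one side of those at 27.5°C each time, were 24 clones at 31.5°C and 2 at 29.0°C. They were selected for opposite changes past their limits, so a test of the difference on the same arrays adds no further evidence. The clones named in this paragraph were chosen after their values were seen. At 29.0°C they were AOSF441, from -0.55 to 0.40, and CAON604, from -0.52 to 0.51. At 31.5°C they included the hypothetical protein AOSF1420, from -0.98 to 2.20, and the ATP synthase lipid-binding clone AOSC391, from 0.57 to -1.14. The technical explanations tested for the counts of 272 and 33 clones were not tested on these separately. Differences between cultures, errors shared by the clones of an array, and a temperature effect that changes with time stay open for them too.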

How the results depend on the processing

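Array weights, the block for the image-analysis session, the filters on arrays for the tree, linear ratios to the lowest condition and leaving out whole RNA samples were chosen after the data were seen.

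With all arrays scaled to the same median absolute deviation, the clones changed at 29.0°C numbered 121 (38 higher, 83 lower) in place of 197 after 12 hours and 145 (66 higher, 79 lower) in place of 86 after 48 hours, those raised at both temperatures after 48 hours 44 in place of 20, and the spots changed at 29.0°C after 48 hours 236 in place of 126. At 31.5°C after 48 hours it gave 379 clones (183 higher, 196 lower) in place of 256 (95 higher, 161 lower). Of the 197 and 86 clones, 116 and 82 were also called under this scaling. With the spread of the compared conditions alone, 110 (46 higher, 64 lower) changed at 29.0°C and 72 (40 higher, 32 lower) at 31.5°C after 12 hours, and 497 (244 higher, 253 lower) in place of 256 at 31.5°C after 48 hours. With limma's moderated test over the arrays, 49 changed at 29.0°C after 48 hours and 11 were raised at both temperatures, and with array weights 221 and 71, with 634 (317 higher, 317 lower) at 31.5°C. Median centring of spots in place of loess gave 233 (59 higher, 174 lower) in place of 402 spots at 31.5°C after 48 hours, and 725 (515 higher, 210 lower) in place of 614 (338 higher, 276 lower) between 48 and 12 hours. The causes were not tested.

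Without 1 array, the counts ranged from 148 (without replicate 3 of 29.0°C after 12 hours) to 260 at 29.0°C and from 149 (without replicate 3 of 27.5°C after 12 hours) to 208 at 31.5°C after 12 hours, and from 63 (without replicate 2 of 27.5°C after 48 hours) to 105 at 29.0°C and from 190 (without replicate 3 of 27.5°C after 48 hours) to 305 at 31.5°C after 48 hours. The clones raised at both temperatures after 48 hours ranged from 13 (without replicate 1 or 2 of 27.5°C after 48 hours) to 25. Each of these highest values came without replicate 1 of 27.5°C after 12 hours. Its cause was not tested.

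The ratio of distances between and within time points was 4.26 with 1 minus the Pearson correlation and 2.04 to 2.22 without 1 array. The value of 4.26 depends on the pooled reference. The ratio was 3.17 with linear ratios to the lowest condition and 1.67 with linear ratios. With linear ratios the longest distance within a time point, 19.1, passed the shortest between time points, 18.5. The samples of 48 hours then grouped together in 82.9% of bootstraps. The first joining of 29.0 and 31.5°C after 12 hours had support of 1.4% over clones with at least 2 arrays per condition and 0.6% over clones on all arrays, against 79.0% over all clones. Without 1 array it ran from 0% (without replicate 2 of 31.5°C) to 100% (without replicate 1 or 2 of 27.5°C or replicate 1 of 31.5°C). The joining of 27.5 and 29.0°C after 48 hours had at least 94.9% in every alternative run.

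Between 48 and 12 hours the count of clones in limma over RNA samples ranged from 204 (without either sample of 27.5°C) to 601 (without either sample of 31.5°C), around 417. It was 398 with all arrays scaled to the same median absolute deviation and 486 with the trend and robust options. For 31.5 against 27.5°C over both time points, where limma called 0 clones (67 unadjusted), it called 6 with the trend and robust options, 7 with the 4 RNA samples of the compared temperatures alone, and 0 to 124 without 1 RNA sample, the highest without 31.5°C after 12 hours, and 36 without 31.5°C after 48 hours. In the latter 2 fits 31.5°C is 1 RNA sample, assumed to vary like the others, at 1 time point. For 29.0 against 27.5°C, with 0 clones (33 unadjusted), it called 7 with the 4 RNA samples alone and 0 to 7 without 1 RNA sample. These fits rest on few residual degrees of freedom. The causes were not tested.

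The replicate numbers do not pair the samples: the deviations of arrays with the same number correlated at 0.011 on average over pairs of conditions, from -0.18 to 0.27. With a replicate block the counts were 202 and 176 after 12 hours and 86 and 251 after 48 hours. Replicates 1 and 2 of 27.5°C after 12 hours, to which both warmer samples of that time point are compared, are the only arrays of the second image-analysis session. With the session as a block, replicate 3 alone stands for 27.5°C after 12 hours, so the block cannot correct for the session. Of 86 called differences of named clones, 5 were not called with the replicate block, 14 with scaling to the same median absolute deviation, 3 with median centring, 28 with the spread of the compared conditions alone, 12 with limma's moderated test, 15 with array weights, 13 with the session block and 33 without at least 1 of the arrays. Of 90 uncalled differences 1, 8, 4, 13, 4, 18, 3 and 24 were called in the same order. The sign of a called difference was reversed in 0 cases.

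Alternatives that were not run on clones are duplicate spots as separate observations and a filter on dim spots, since the spots have no clone identifiers, and a further print-tip loess, since the table gives no print tips. On spots, leaving out the dimmest gave 298 and 219 after 12 hours and 117 and 374 after 48 hours, of 1385 spots. The median signal over background was lowest for Cy3, 2.92, on replicate 3 of 29.0°C after 48 hours, with 2583 usable spots. The arrays of 27.5°C after 12 hours had fewer usable spots, from 1616, at 4.27 to 5.25 for Cy3. These medians cover usable spots only, so they cannot tell whether low signal set the number of usable spots.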

Differences from the paper's values

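No numerical value compared here differed from the paper's by the criteria applied, in which a count has to differ by more than 1.5 times. The alternatives named are those set before the data were examined, apart from array weights and the tree's filters on arrays, which were chosen after the values were seen. Array weights drop 15 of 86 called differences of the named clones.

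Calls of the paper for the named clones that the interval criterion did not make were 5. Recombination repair protein 1 (AOSB392) at 31.5°C after 48 hours differed by 0.56 with a limit of 0.59. It was called with median centring (0.58), scaling to the same median absolute deviation (0.60), the spread of the compared conditions alone, limma's moderated test, linear ratios, without replicate 1 or 2 of 29.0°C or replicate 3 of 31.5°C after 12 hours, without replicate 1 of 29.0°C after 48 hours, and with array weights (0.55). Histone H1.0-A (AOSB632) at 31.5°C after 12 hours differed by -0.42 with a limit of 0.44, and was called with linear ratios, without replicate 1 of 27.5°C after 12 hours (-0.53) and without replicate 1 of 29.0°C after 48 hours.

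AOSC1075 at 29.0°C after 48 hours differed by -0.64 with a limit of 0.67, and was called with scaling to the same median absolute deviation (-0.74), the spread of the compared conditions alone, linear ratios, without replicate 1 or 2 of 27.5°C after 12 hours, and with array weights (-0.58). AOSC792 after 48 hours differed by -0.48 at 29.0°C and by 0.47 at 31.5°C with a limit of 0.50. Both were called with the spread of the compared conditions alone, without replicate 1 or 2 of 27.5°C after 12 hours, and with array weights (-0.55 and 0.46), and the latter also with median centring (0.49) and limma's moderated test.

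The interval criterion called 3 differences of named clones that the paper does not list. Calmodulin (AOSF573) at 29.0°C after 12 hours differed by -0.33 with a limit of 0.33. Ubiquitin carboxyl-terminal hydrolase 5 (AOSB472) at 31.5°C after 48 hours differed by 0.75 with a limit of 0.75. Each of these calls was lost without any 1 of 14 arrays (-0.35 to -0.26 and 0.61 to 0.78). AOSF1331 at 31.5°C after 12 hours differed by -1.18 with a limit of 1.08, a call lost without either of 2 arrays (-1.14 and -0.94).

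The paper describes most genes of the category degradation as related to ubiquitin. The annotation of 8 of the 16 clones of this category that were tested contains that word.

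The paper groups 29.0 with 31.5°C after 12 hours, with a support of about 81 in Fig. 1, read by eye. Over all clones the support was 79.0%, but over clones with at least 2 arrays per condition the samples of 27.5 and 29.0°C were closest (12.6), and over clones on all arrays those of 27.5 and 31.5°C (11.4). Of the alternatives set earlier, leaving out replicate 3 of 27.5°C or replicate 2 or 3 of 31.5°C after 12 hours also gave another grouping, and the others did not. For 27.5 with 29.0°C after 48 hours the paper's support is about 93 in Fig. 1, read by eye, and that found here was 100%.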

Other observations

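The tests in this part were chosen after the results were seen; the scaling of arrays to the same median absolute deviation that some of them use was planned earlier.

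For 3 arrays against 3 there are 10 splits, and the smallest share they can give is 0.1, so chance cannot be excluded by them. In each of the 4 comparisons with 27.5°C, 1 of the 10 splits of the arrays, the real one, gave as many clones; the most in any other split were 70 at 29.0°C and 104 at 31.5°C after 12 hours, and 14 and 3 after 48 hours. For 48 against 12 hours, 1 of 10 splits of the RNA samples gave as many.

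The joining of 29.0 and 31.5°C after 12 hours had 2 candidate explanations in the arrays. Over clones with at least 2 arrays per condition its support was 1.4%, so it may rest on clones measured on 1 array of a condition. With the technical error of the arrays taken off the distances, 29.0 and 31.5°C were closest in 1.6% of bootstraps over all clones, and 27.5 and 31.5°C in 98.4%, so that error may also account for it. With 1 RNA sample per condition, an early response shared by the warmer samples stays open as a hypothesis.

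The fall of the ribosomal protein clones at 31.5°C after 48 hours was not removed by array scaling: their median with all arrays scaled to the same median absolute deviation was -0.80. Ratios compressed towards the reference would narrow the profile of 31.5°C, whose SD was 1.29 times that of 27.5°C. These clones were higher after 48 than after 12 hours, by a median of 1.00 at 27.5°C, 1.37 at 29.0°C and 0.31 at 31.5°C. A candidate explanation is an earlier developmental state of the 31.5°C sample. The paper's staging by morphology, on embryos of the same pool, found no developmental difference between the temperatures, though it calls the tools for staging limited. The change of the other clones at 31.5°C after 48 hours correlated at -0.19 across clones with the change over time at 29.0°C, in the direction that this hypothesis needs, but weakly. Some clones with large changes over time went the other way, chosen here after their values were seen. Histone H3.3 (AOSF1219) went from 1.93 to -0.92 between 12 and 48 hours at 27.5°C and was lower still at 31.5°C after 48 hours (-1.97), as was histone H2A.V (AOSF622), from 0.65 to -0.94 and -2.75. Catalase (AOSF550) went from -1.09 to 0.15 and was higher still at 31.5°C (1.35). An earlier state alone does not account for these 3 clones. For 29.0°C after 48 hours the corresponding correlation was 0.23. The design does not separate a slower development at 31.5°C from a difference between cultures.

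The 75 clones with the identifier prefix AOSB had a median difference from 27.5°C of 0.31 at 29.0°C and 0.09 at 31.5°C after 12 hours. After 48 hours it was 0.04 and 0.23. The first and the last lay at percentile 100 among random lists of tested clones, and the others at 98.3 and 95.2. With all arrays scaled to the same median absolute deviation, these others lay at 99.98 and 99.89, with medians of 0.10 and 0.13. Other prefixes also lay at the ends: AOSF (501 clones) at percentile 0 at 29.0°C and 0.02 at 31.5°C after 12 hours and 0.01 at 31.5°C after 48 hours, with medians of -0.11, -0.06 and -0.05, and CAON (296 clones) at 99.8 at 29.0°C after 12 hours and 100 at 31.5°C after 48 hours, with medians of 0.05, which turned to -0.00 with all arrays scaled to the same median absolute deviation, and 0.10. Array scaling did not remove the shift of AOSB: the smaller of the medians at 29.0°C after 12 hours and 31.5°C after 48 hours was 0.18 with all arrays scaled to the same median absolute deviation. The median change of the AOSB clones from 12 to 48 hours was -0.51 at 27.5°C, -0.87 at 29.0°C and -0.19 at 31.5°C. What the prefixes stand for is not stated in the article's text or in its Additional files 1 and 2, and no biological explanation was tested.

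The technical SD differed between conditions, from 0.116 at 27.5°C after 48 hours to 0.385 at 31.5°C after 12 hours. Over the 6 conditions it correlated with the mean number of usable spots at -0.618 (exact permutation p 0.181), and at -0.276 without the 2 conditions farthest out. Fewer usable spots as its source cannot be told apart from chance with 6 conditions, and no biological explanation was tested.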
